# Lipocalin 2 is present in the EAE brain and is modulated by natalizumab

**DOI:** 10.3389/fncel.2012.00033

**Published:** 2012-08-09

**Authors:** Fernanda Marques, Sandro D. Mesquita, João C. Sousa, Giovanni Coppola, Fuying Gao, Daniel H. Geschwind, Sandra Columba-Cabezas, Francesca Aloisi, Matilda Degn, João J. Cerqueira, Nuno Sousa, Margarida Correia-Neves, Joana A. Palha

**Keywords:** multiple sclerosis, lipocalin 2, experimental autoimmune encephalomyelitis, astrocytes, cerebrospinal fluid, natalizumab

## Abstract

Multiple sclerosis (MS) is a demyelinating disease that causes major neurological disability in young adults. A definitive diagnosis at the time of the first episode is still lacking, but since early treatment leads to better prognosis, the search for early biomarkers is needed. Here we characterized the transcriptome of the choroid plexus (CP), which is part of the blood-brain barriers (BBBs) and the major site of cerebrospinal fluid production, in the experimental autoimmune encephalomyelitis (EAE) mouse model of MS. In addition, cerebrospinal fluid samples from two cohorts of patients with MS and with optic neuritis (ON) were analyzed to confirm the clinical relevance of the findings. Genes encoding for adhesion molecules, chemokines and cytokines displayed the most altered expression, supporting the role of CP as a site of immune-brain interaction in MS. The gene encoding for lipocalin 2 was the most up-regulated; notably, the cerebrospinal fluid lipocalin 2 levels coincided with the active phases of the disease. Immunostaining revealed that neutrophils infiltrating the CP were the source of the increased lipocalin 2 expression in this structure. However, within the brain, lipocalin 2 was also detected in astrocytes, particularly in regions typically affected in patients with MS. The increase of lipocalin 2 in the cerebrospinal fluid and in astrocytes was reverted by natalizumab treatment. Most importantly, the results obtained in the murine model were translatable into humans since patients from two different cohorts presented increased cerebrospinal fluid lipocalin 2 levels. The findings support lipocalin 2 as a valuable molecule for the diagnostic/monitoring panel of MS.

## Introduction

Multiple sclerosis (MS) is a chronic progressive inflammatory disease of the central nervous system (CNS) characterized by an immune response against the myelin sheath of CNS axons. A notable aspect of the disease is the migration of inflammatory cells through the brain barriers towards the CNS. These cells, together with activated astrocytes and microglia, are likely to induce the demyelination and neurodegeneration observed in the MS lesions, ultimately resulting in the loss of motor functions (Brown and Sawchenko, 2007; Vercellino et al., 2009). As such, current clinical therapies are greatly directed at inhibiting lymphocyte trafficking to the CNS (Hemmer et al., 2006).

The blood-brain barrier (BBB), formed by the endothelial cells of brain capillaries, and the blood-cerebrospinal fluid (CSF) barrier, formed by the choroid plexus (CP) epithelial cells, are the main interfaces between the CNS and the periphery. In MS, it appears that the first wave of CNS-infiltrating T cells, specifically T helper 17 (Th17), enter through the CP; this primary event triggers the entry of a second T cell wave that migrates in large numbers through the BBB into the CNS (Reboldi et al., 2009). In addition, the brain barriers are also of primary interest given their secretome, which, via the CSF (mostly produced by the CP) or by direct action on the brain parenchyma, may modulate brain homeostasis (Zlokovic, 2008; Marques et al., 2009a). Findings attesting the relevance of the CSF-CP in MS also include the observation that most MS lesions localize in periventricular areas and that the CSF composition may participate in disease development, a contribution that remains poorly understood. The CSF composition is reflective of brain metabolism, thus, CSF analysis is a useful diagnostic tool for neurological diseases (Tumani et al., 2009). The search for biomarkers that correlate with MS disease progression and activity is particularly needed given that early treatment can lead to a more favorable prognosis (Comi et al., 2000). To further understand whether the brain barrier at the CP contributes to MS, and to search for novel biomarkers, we characterized here the CP transcriptome in the onset, remission and relapse phases of the murine experimental autoimmune encephalomyelitis (EAE) model of MS. To verify if the findings were of relevance to the human disease, we also assessed the CSF composition from two distinct human cohorts of MS.

## Methods

### Animals and induction of EAE

All experiments were conducted using 6–8 weeks of age adult female SJL mice (Charles River, Barcelona, Spain) in accordance with the Portuguese national authority for animal experimentation, Direção Geral de Veterinária (ID: DGV9457). Animals were kept and handled in accordance with the guidelines for the care and handling of laboratory animals in the Directive 2010/63/EU of the European Parliament and of the Council. The animals were housed and maintained in a controlled environment at 22–24°C and 55% humidity, on 12 h light/dark cycles and fed with regular rodent's chow and tap water *ad libitum*. Animals were handled for 1 week prior to the beginning of the experiment, in order to reduce the stress induced by the injections.

For the induction of the relapsing-remitting EAE model, female SJL mice were subcutaneously injected in the hind flanks, with 0.2 mg of the encephalitogenic proteolipid protein (PLP) 139–151 peptide (HSLGKWLGHPDKF) (Primm, Milan, Italy), in Complete Freund's Adjuvant (CFA; Difco Laboratories, Detroit, MI, USA), on days 0 and 7. Each mouse was also intraperitoneally injected with 0.2 μg of pertussis toxin (Sigma, St. Louis, MO, USA) on days 0, 1, 7, and 8. Control mice were injected with phosphate buffer saline (PBS) in CFA and pertussis toxin, according to the same schedule (Columba-Cabezas et al., 2006). All mice were weighed and examined daily for the clinical signs of EAE, which was scored according to the following scale: grade 0, no abnormality; grade 1, reduced tail tonus or slight clumsy gait; grade 2, tail atony, moderately clumsy gait, impaired righting ability, or any combination of these signs; grade 3, additional hind limb weakness; grade 4, hind limb paralysis and fore limb weakness; grade 5, tetraplegia or moribund state. Mice developed an acute form of EAE with a peak between days 12 and 14 (grades 1–4), which was termed onset. A phase of complete remission took place between days 19 and 22, with some mice undergoing a relapse (grades 1 and 2) after a variable period of time (27–31 days).

### Human samples

For the human studies, CSF samples were obtained according to standardized protocols and refer to patients admitted for lumbar puncture in the Hospital de Braga, Portugal, and in the Glostrup Hospital, Denmark, between February 2009 and September 2011. Patients were referred to the Neuroimmunology Clinic, Hospital de Braga, Portugal, or the Clinic of Optic Neuritis, Glostrup Hospital, Denmark and underwent diagnostic program including magnetic resonance imaging (MRI) scan and lumbar puncture. Lumbar puncture was performed within 30 days of symptom debut, thus in the active phase of disease. The groups included in this study were controls, optic neuritis (ON) patients and patients with clinically definite relapsing remitting MS. Controls from Braga were individuals, of similar age and gender as cases that were referred to the neurology department because of neurological complaints, who were found to have no CNS disorder and normal CSF examination; Glostrup controls were age and gender matched, with no genetical disposition to autoimmune disease and had a normal neurological examination. Selected ON patients, all from Glostrup, were in the lower end of the risk to develop MS, one ON patient had a single white matter lesion and one had pathological CSF, the remaining had no pathological finding in CSF and in the MRI. All MS patients, from both Braga and Glostrup, were diagnosed according to the McDonald 2005 criteria (Polman et al., 2005); additionally, all except three had pathological CSF with oligoclonal bands (OCB) or increased IgG-index. The studies with human CSF were approved by the Danish ethical committee and the ethical committee of Hospital de Braga and all patients and controls signed an informed consent.

### Natalizumab treatment

In the natalizumab treatment protocol, EAE was induced and after appearance of the first clinical signs animals were injected intraperitoneally with 5 mg/Kg of anti-VLA-4 antibody (natalizumab) (Biogen Idec, Boston, MA, USA) or in the case of control mice with rat IgG (Sigma). To better represent clinical use, treatment injections were performed during the active phase (1, 3, and 5 days after the appearance of the symptoms) (i.e., reverting symptoms) (Theien et al., 2001). Animals were sacrificed at day 14 (that corresponds to the onset phase for animals not treated with natalizumab).

### Tissue and CSF collection

Mice were sacrificed during the first peak of disease (onset), during the remission phase and in the relapse phase. Mice from the control group were sacrificed on day 14, along with mice from the onset group. Animals were anesthetized with ketamine hydrochloride (150 mg/Kg) plus medetomidine (0.3 mg/Kg), CSF samples were collected from the cisterna magna, and animals were transcardially perfused with cold saline. CSF pooled samples were checked for blood contamination and stored at –80°C. After perfusion the CP's were rapidly removed from each mouse ventricle under conventional light microscopy (SZX7, Olympus, Hamburg, Germany), frozen in dry ice and stored at –80°C.

For the expression studies, two sets of animals from each experimental group (control, onset, remission, and relapse) were prepared: one for the microarray analysis containing 3 separate pooled CP samples for onset and remission phase and 2-pooled CP for the relapse phase (from three animals each) and another to the quantitative Real Time-Polymerase Chain Reaction (qRT-PCR) containing at least from 5 pools of CP (from three animals each).

### Microarray experimental design and data analysis

Total RNA was isolated with Trizol (Invitrogen, Carlsbad, CA, USA) following manufacturer's instructions. After quality assessment using the Agilent Bioanalyzer (Agilent Technologies, CA, USA), 100 ng of total RNA were amplified and labeled with Illumina TotalPrep RNA Amplification Kit (Illumina Inc., San Diego, CA, USA). The labeled cRNA was then hybridized using the recommended protocol in a total of two Illumina Whole-genome Mouseref-8 expression Beadchips (Illumina Inc., San Diego, CA, USA). This mouse beadchip contains eight arrays, each comprising a total of 24,000 well-annotated RefSeq transcripts. After scanning, raw data from BeadStudio software (Illumina Inc., San Diego, CA, USA) was read into R/Bioconductor and normalized using quantile normalization. A linear model was applied to the normalized data using Limma package in R/Bioconductor. A contrast analysis was applied and differentially expressed genes were selected using a Bayesian approach with a false discovery rate of 5%. All data is Minimum Information About a Microarray Experiment (MIAME)-compliant and the raw data has been deposited in the GEO database. The differentially expressed genes were categorized using Gene Ontology from Biomart (http://www.biomart.org/) or Ingenuity tools (Redwood City, CA, USA). Enrichment analysis was performed using the DAVID (http://david.niaid.nih.gov/david/ease.htm) and the Ingenuity softwares.

### Gene expression measurements by qRT-PCR

Total RNA was isolated from the CP as described before. An amount of 500 ng of RNA from each pool was amplified using a SuperScript RNA Amplification System (Invitrogen) according to the manufacturer's instructions. After amplification, RNA was reverse transcribed into first strand cDNA using random hexamers of the superscript first-strand synthesis system for RT-PCR (Invitrogen). Primers used to measure the expression levels of selected mRNA transcripts by qRT-PCR were designed using the Primer3 software, on the basis of the respective GenBank sequences. All accession numbers and primer sequences are available on request. The reference gene for hypoxanthine guanine phosphoribosyl transferase (*Hprt*) (accession number from GenBank: NM_013556) was used as an internal standard for the normalization of the expression of selected transcripts. qRT-PCR was performed on a CFX 96TM real time system instrument (Bio-Rad Laboratories, Hercules, CA, USA), with the QuantiTect SYBR Green RT-PCR reagent kit (Qiagen, Hamburg, Germany) according to the manufacturer's instructions, using equal amounts of RNA from each sample. Product fluorescence was detected at the end of the elongation cycle. All melting curves exhibited a single sharp peak at the expected temperature.

### Immunohistochemistry and immunofluorescence analyses

Animals were transcardially perfused with saline, under anesthesia, at the various time points mentioned before. After perfusion, brains were removed from the skull, immediately embedded in Tissue-Tek optimal cutting temperature compound and kept frozen at –20°C. Brains were sectioned in serial 20 μm cryostat coronal sections, which were then fixed with 4% PFA in PBS. After antigen retrieval with citrate buffer 10 mM, the sections were probed with the primary antibody, anti-mouse lipocalin-2/neutrophil gelatinase-associated lipocalin (LCN2/NGAL) (1:400; R&D Systems, MN, USA), diluted in PBS 0.3% Triton X-100 (PBS-T), and 0.4% bovine serum albumin (Sigma). Afterwards the sections, were incubated with biotinylated anti-goat secondary antibody and then with streptavidin peroxidase conjugate (ABC kit; Sigma). Reaction was developed with 3,3′-diaminobenzidine tetrahydrochloride hydrate (DAB; Sigma) and sections stained with hematoxylin. Alternatively, for immunofluorescent staining, sections were incubated with goat anti-mouse LCN2/NGAL in conjunction with: rabbit anti-glial fibrillary acidic protein (anti-GFAP) (1:200; Dako, Glostrup, Denmark) to label astrocytes, rat anti-mouse Ly-6G to label neutrophils (1:200; clone 1A8, BD Biosciences, Franklin Lakes, NJ, USA), mouse anti-CNPase to label oligodendrocytes [1:100; Chemicon (Millipore), Billerica, MA, USA], mouse anti-NeuN (1:100; Millipore, Billerica, MA, USA) to label neurons and rabbit anti-Iba1 (1:200; Wako chemicals, Richmond, VA, USA) to label microglia. The appropriate secondary fluorescent antibodies diluted 1:500 in PBS-T were used: anti-goat Alexa 488, anti-rabbit and anti-mouse Alexa 594, anti-rat Alexa 547 (all from Invitrogen). For each analysis, sections from 3–5 different animals per group were used. The cell nucleus was stained using 4′, 6-diamidino-2-phenylindole (DAPI). Samples were analyzed using optical (BX61; Olympus) or confocal (FV1000; Olympus) microscopes.

### LCN2 quantification in mice and human CSF

LCN2 protein determination in the CSF was done by a direct enzyme-linked immunosorbent assay, using 2 μl of CSF for mice and 5 μ l for humans. LCN2 was detected using the goat anti-mouse LCN2/NGAL or anti-human LCN2/NGAL (both from R&D Systems), at 1:300 dilution, followed by a secondary peroxidase-conjugated donkey anti-goat antibody (Santa Cruz Biotechnology, Santa Cruz, CA, USA) at 1:500 dilution, and developed with 2-2′azinobis (3-ethylbenzthiazoline-6-sulphonic acid) diammonium salt (ABTS; Sigma). The reaction was stopped using 0.1 mol/L citric acid and read at an optical density of 405 nm. The standard curves were made with recombinant mouse LCN2/NGAL or recombinant human LCN2/NGAL (both from R&D Systems). The detection limit for the mice assay was 50 ng/mL and for the human was 0.5 ng/mL, being the linearity of the assay for the human samples from 0.5–10 ng/ml and for the mouse from 400–800 ng/ml.

### Statistical analysis

Values are reported as mean ± SE. Statistical significance was determined using the nonparametric Mann–Whitney U test, and ANOVA analysis with differences considered significant at *p* < 0.05 (^*^) and *p* < 0.01 (^**^), except for the proportion of patients with LCN2 positive CSF which was analyzed with the chi-square test.

## Results

### EAE induction model

The experimental timeline is diagramed in Figure 1A. Of the animals injected with PLP peptide in CFA, 85–90% developed an acute form of EAE (grade 3–4), which peaked around days 14–19 after immunization, and spontaneously resolved 5–6 days after peaking (Figure 1B). The remission phase was followed by a relapse phase (clinical grade 1–2) around days 29–30 after immunization (Figure 1B).

**Figure 1:**
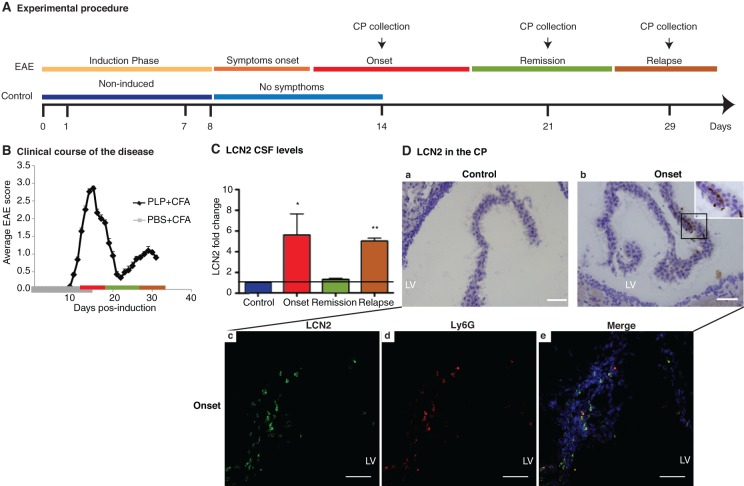
**LCN2 is increased in EAE. (A)** Immunization of SJL female mice was performed on days 0 and 7. Animals were sacrificed at the different phases of the disease and control animals at day 14. The CP transcriptome from the onset, remission, and relapse phases were compared with the CP transcriptome of non-induced animals. **(B)** Disease course of SJL mice immunized with PLP/CFA emulsion. **(C)** Augmented levels of CSF LCN2 were observed in the EAE active phases: onset and relapse. **(D)** Immunohistochemistry analysis showed that LCN2 staining is observed in the CP stroma cells but not in the CP epithelial cells (panels **a** and **b**). Staining for Ly6G identified neutrophils as the cells labeling for LCN2 in the CP stroma (panel **c**–**e**). LV, lateral ventricle. Data represent mean ± SE. Scale bars, 50 μm.

### The CP transcriptome is altered during the different phases of EAE

CP microarray analysis yielded several up- and down-regulated genes: 633 and 290 genes in the onset, 484 and 180 in the remission, and 309 and 96 in the relapse, respectively (Figure 2A). 

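RNA of the choroid plexus (CP) was profiled in SJL mice with relapsing-remitting experimental autoimmune encephalomyelitis (EAE), induced by immunization with a myelin peptide, and in control mice. Each sample was a pool of the CP of 3 perfused mice. There were 3 control pools and 3 onset pools, all collected on day 14, 3 remission pools collected on day 21 and 2 relapse pools collected on day 29. Remission and relapse therefore differ from control in collection day as well as in disease phase, and onset does not. The RNA was amplified and hybridised to Illumina MouseRef-8 beadchips, which hold 8 arrays each. The sample labels and the paper name different amplification kits. The authors read the arrays with BeadStudio, quantile-normalized the signals in R, fitted a linear model in limma and called genes at a false discovery rate of 5%. The values used here are the authors' deposited signals before normalization, on a linear scale, with a detection p-value for each probe on each array. The median signal ran from 257 in control pool 3 to 378 in control pool 2. Log2 signals were quantile-normalized over the 11 arrays, and 1 model with a mean for each of the 4 groups was fitted in limma, with no background correction and no filter. A probe was called higher or lower at a Benjamini-Hochberg adjusted p under 0.05 within a comparison. Of the 23978 probes analysed, 20917 carry the name of 1 gene, for 15943 genes in all, and 3060 have no gene name in the tables used. A gene is represented by its probe with the highest mean signal. Between 8687 (control pool 2) and 10221 (onset pool 3) probes per pool were above background, at a detection p under 0.01. For a gene above background in no pool of one group, the fold is given as a lower bound. The number of arrays limits the precision. In simulated data of the same spread, 59.7% of probes changed by 0.5 and 97.0% of those changed by 1 on the log2 scale were called with 3 pools against 3. With 2 pools against 3, as for relapse, 47.8% and 89.6% were called. The simulated noise was independent between probes, and the single probes changed were above background on all 11 arrays. In the real data 1 component held 42.6% of the variance left after the group means, so these shares need not hold there. Onset pool 3 and remission pool 3 were closer to each other than any other pair of pools. Of 10012 probes above background in both, 0 differed by more than 1 on the log2 scale, against 7 to 266 in the other 54 pairs. Counts of called probes, and of genes in some of the lists, are also given without these pools, a comparison chosen after seeing the data.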

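In the CP of mice at EAE onset, 254 probes were higher and 37 lower than in control mice, for 222 and 35 named genes. Among the genes called lower, Crhbp encodes a binding protein of corticotropin-releasing hormone and fell by 1.22 on the log2 scale (SE 0.26, adjusted p = 0.0429). Cables1, a regulator of the cell cycle, fell by 0.75 (SE 0.12, adjusted p = 0.0107), and the histone H4 genes H4c8, H4c9, H4c1 and H4c18 had log2 fold changes from -0.71 to -0.63. Spon2, a protein of the extracellular matrix, was above background in no onset pool and was at least 1.45-fold lower (adjusted p = 0.0160). At remission, 49 probes of 44 named genes were higher than in control. Cd74, the invariant chain of MHC class II, rose by 1.33 (SE 0.20, adjusted p = 0.0287). Flt1 and Ptprb, a receptor for VEGF and a phosphatase of endothelial cells, rose by 1.02 (SE 0.11, adjusted p = 0.0147) and 0.96 (SE 0.12, adjusted p = 0.0164). Bcl2a1a and Bcl2a1d, closely related survival genes of leukocytes whose probes may not tell them apart, rose by 1.07 and 1.00. At relapse, 3 probes were higher. One was that of Glycam1, an endothelial mucin that carries the ligand of L-selectin, which was above background in both relapse pools and no control pool and was at least 2.39-fold higher (adjusted p = 0.0109). The other 2 have no gene name and were above background in no control pool, 1 of them in no relapse pool either, so that no fold is given. Of the probes higher at remission, 44 were also higher at onset, against 0.519 if the calls were independent. In simulated data without any change, where only the control pools are shared, the highest of 100 runs was 1 and the mean 0.01. Without any change hardly any probe is called, so this low overlap was fixed in advance. It does not tell how many of the 44 the shared control pools bring about. The correlation of the fold changes across all probes was 0.724 between onset and remission, against 0.499 from the shared control pools alone, with genes not being independent replicates. Between onset and relapse it was 0.362, against 0.446, and between remission and relapse 0.478, against 0.446. The simulations do not hold the closeness of onset pool 3 and remission pool 3. That closeness could raise the overlap and the correlation between onset and remission, and neither is given without these pools. All pools lay on one side of all control pools for each of the 291, 49 and 3 probes called. Over all probes this held for 15.2% at onset and 12.0% at remission, where chance gives 10%, and for 20.2% at relapse, where chance gives 20%. limma called 0 probes lower at remission and 0 at relapse, with 748 and 515 lower at an unadjusted p under 0.05 and 29 and 1 with array weights. Remission compared directly with onset gave 0 higher and 0 lower, also with array weights, and 435 and 548 at an unadjusted p under 0.05. The array weights were highest for control pool 1 (3.82) and onset pool 3 (2.98), against 0.43 to 1.37 for the others. Since onset pool 3 is the one close to remission pool 3, the 0 with array weights is not independent of that closeness. The onset counts were 42 and 0 without control pool 1, 40 and 0 without control pool 2, 92 and 6 without onset pool 1, 186 and 21 without onset pool 2, and 103 and 5 without onset pool 3. The remission count was 4 without control pool 1, 0 without control pool 2 or remission pool 2, 85 without control pool 3, 14 without remission pool 1 and 18 without remission pool 3. At relapse it was 1 without control pool 1 or relapse pool 2, and 9 without control pool 3, and Glycam1 had an adjusted p of 0.0893 without relapse pool 2. Remission against onset gave 13 higher and 58 lower without remission pool 3. Without both onset pool 3 and remission pool 3, the higher and lower counts were 208 and 27 at onset, 9 and 0 at remission and 7 and 0 at relapse. With signals scaled to a common median in place of quantile normalization, 322 probes were higher and 4 lower at onset.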

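At EAE onset, several genes that guide leukocytes to and through vessel walls were higher in the CP than in control mice. Icam1, the endothelial ligand of leukocyte integrins, rose by 1.40 on the log2 scale (SE 0.20, adjusted p = 0.00828). Madcam1, an addressin that binds the integrin alpha4beta7, rose by 0.86 (SE 0.14, adjusted p = 0.0143), and Itgb7, the beta chain of that integrin, was at least 1.22-fold higher. Of 113 measured genes of cell adhesion molecules, 9 were higher at onset (18 higher and 2 lower when adjusted over the list alone). The adjusted p of this list, against all other genes, was 3.33e-05 from camera, the gene set test of limma. Chemokine signaling had 12 of 156 genes higher and 1 lower (30 and 5 when adjusted over the list alone, camera adjusted p = 2.60e-04, adjusted p = 0.0577 with an estimated correlation). Cxcl12, a chemokine made by stromal and endothelial cells, rose by 0.70 (SE 0.10, adjusted p = 0.00992), and Jak3, a kinase of lymphocyte cytokine receptors, was at least 1.41-fold higher. By class, 6 of 36 chemokine ligands (15 higher and 2 lower when adjusted over the list alone, adjusted p = 1.84e-08, adjusted p = 0.0633 with an estimated correlation) and 2 of 22 receptors were higher. The receptors, with 4 higher when adjusted over the list alone, gave an adjusted p of 0.00387, adjusted p = 0.158 with an estimated correlation, and 0.0855 without onset pool 1. Of 98 genes of signal transduction, 4 were higher and 1 lower (11 and 2 when adjusted over the list alone, adjusted p = 0.216), with a median log2 fold change of -0.0018 and a mean of 0.05. Leukocyte transendothelial migration had 7 of 96 genes higher and 1 lower (12 and 4 when adjusted over the list alone, adjusted p = 0.0133, adjusted p = 0.0633 with an estimated correlation). Its members Cyba and Rac2, subunits of the phagocyte NADPH oxidase, were higher by 0.76 (SE 0.11, adjusted p = 0.0107) and at least 1.11-fold. Focal adhesion had 6 of 164 genes higher and 1 lower (13 and 6 when adjusted over the list alone) with an adjusted p of 0.361. Its median was -0.0020, although its mean was 0.03 and camera's direction was up. Its member Pdgfra, a growth factor receptor of stromal cells, rose by 1.00 (SE 0.13, adjusted p = 0.0050). Of 14 selectins and selectin ligands, 4 were higher (6 when adjusted over the list alone, adjusted p = 1.37e-06). Selp, which encodes P-selectin, was above background in all 3 onset pools and no control pool and was at least 1.26-fold higher (adjusted p = 0.0182). Of 25 matrix metalloproteinases and their inhibitors, 1 was higher (2 when adjusted over the list alone, adjusted p = 0.693), the inhibitor Timp1, by 1.22 (SE 0.26, adjusted p = 0.0401). The median of this list was -0.02 and its mean 0.05. At remission, 2 genes of cell adhesion molecules (17 when adjusted over the list alone, adjusted p = 1.88e-07), 4 of chemokine signaling (18, adjusted p = 0.00128, adjusted p = 0.0742 with an estimated correlation) and 2 of transendothelial migration (10, adjusted p = 0.0132, adjusted p = 0.0633 with an estimated correlation, 0.0562 without remission pool 2) were higher. They included Cdh5, the cadherin of endothelial junctions, at 0.55 (SE 0.09, adjusted p = 0.0376). Focal adhesion had 3 (8 when adjusted over the list alone, adjusted p = 0.0891, median -0.0031 and mean 0.05) and the selectins 2, Podxl and Emcn (6, adjusted p = 9.94e-08). Chemokine ligands had 2 genes higher (7 higher and 2 lower when adjusted over the list alone, adjusted p = 2.98e-05, adjusted p = 0.134 with an estimated correlation). The receptor and transduction lists had adjusted p of 8.93e-04, adjusted p = 0.121 with an estimated correlation, and 0.230, and the metalloproteinase list 0.310. At relapse, the list of cell adhesion molecules kept an adjusted p of 3.78e-05 with 1 gene higher (6 when adjusted over the list alone). limma called 0 genes of chemokine signaling, transendothelial migration and focal adhesion at relapse, with 16, 8 and 9 higher at an unadjusted p under 0.05 and 2, 2 and 0 with array weights (2, 2 and 0 when adjusted over the list alone). The adjusted p of transendothelial migration was 0.0349 (adjusted p = 0.0937 with an estimated correlation), and 0.0556, 0.0881, 0.0573 and 0.121 without control pool 1, control pool 2, relapse pool 1 and relapse pool 2. That of chemokine signaling was 0.0891, and 0.0347 without control pool 3, and that of focal adhesion was 0.646, with a median of -0.00059 and a mean of 0.01. Ligands, receptors and transduction genes had 0.0449 (adjusted p = 0.428 with an estimated correlation, 0.455 without control pool 2 and 0.426 without relapse pool 1), 0.0846 (0.0277 without control pool 3) and 0.456, and the selectin and metalloproteinase lists 0.146 and 0.601. Tested directly between phases with fry, another set test of limma, these 4 pathways had adjusted p from 0.134 to 0.926. With camera, chemokine signaling was lower at relapse than at onset (adjusted p = 0.0496, and 0.252 with an estimated correlation). The other comparisons of these pathways between phases had camera adjusted p of 0.207 or more. At onset, the counts of higher genes in cell adhesion, chemokine signaling, transendothelial migration, focal adhesion and selectins became 1, 3, 2, 3 and 1 without control pool 1, 1, 3, 3, 3 and 1 without control pool 2, 2, 6, 4, 3 and 1 without onset pool 1, and 6, 7, 5, 5 and 2 without onset pool 3. Chemokine ligands then had 2 without control pool 1 or control pool 2, and Timp1 kept its call only without control pool 3. At remission these 5 counts were 0, 0, 0, 0 and 0 without control pool 2 or remission pool 2, 0, 1, 1, 1 and 0 without control pool 1, 7, 4, 4, 6 and 4 without control pool 3, 0, 3, 2, 2 and 1 without remission pool 1, and 1, 0, 0, 2 and 0 without remission pool 3. Chemokine ligands there had 1 without control pool 1 and 0 without control pool 2, remission pool 2 or remission pool 3. Chemokine receptors at onset had 0 without each pool but control pool 3, and transduction genes 1, 1, 1 and 2 without control pool 1, control pool 2, onset pool 1 and onset pool 3. Without both onset pool 3 and remission pool 3, the 5 pathway counts given above were 7, 10, 6, 5 and 3 at onset. At remission they were 1, 0, 0, 1 and 0. The gene of cell adhesion called at relapse, Glycam1, was lost without relapse pool 2.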

Gene ontology and biological pathway analysis of differentially expressed genes showed that the most altered biological pathways included chemokine signaling, focal adhesion, cell adhesion, and leukocyte transendothelial migration (Figure 2B); and genes of interest included selectins, chemokines and matrix metalloproteinases (raw data has been deposited in the GEO database, accession: GSE35363). Attending to the fold change, *Lcn2* was the most significantly up-regulated gene in the onset phase of EAE (3.1-fold change), with a reduction in expression during the remission phase (although remaining marginally up-regulated—1.33-fold change). 

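Lcn2, which encodes the siderophore-binding protein lipocalin 2, had the largest fitted log2 fold change of all 23978 probes at EAE onset. It rose by 3.09 on the log2 scale over control (SE 0.55, adjusted p = 0.0182 from limma), which is 8.49-fold on the linear scale, with a 95% confidence interval from 3.68 to 19.5. Its quantile-normalized log2 signal was 10.05 ± 1.00 (SD, n = 3 pools) in control and 13.13 ± 0.27 (SD, n = 3) at onset. The onset pools were at 13.40, 13.13 and 12.86 and the control pools at 10.29, 8.95 and 10.90. In control pool 2 the detection p was 0.0206, so that Lcn2 was not above background there. An exact permutation test gave p = 0.1, the smallest that 3 pools against 3 allow (two-sided). Ordered by p-value, Lcn2 was number 129 among the probes higher at onset, with a wide spread between the control pools. At remission its log2 signal was 11.36 ± 1.28 (SD, n = 3), with the pools at 10.21, 11.12 and 12.75. The log2 fold change over control was 1.31 (SE 0.55, adjusted p = 0.651), or 2.48-fold with an interval from 1.08 to 5.71, and did not pass the test (exact permutation p = 0.3). The pool at 12.75 is remission pool 3, the one close to onset pool 3, and the log2 fold change was 0.62 without it. Compared directly with onset, Lcn2 at remission had a log2 fold change of -1.77 (SE 0.55, adjusted p = 1.00), and every remission pool was below every onset pool (exact permutation p = 0.1). The increase at onset lost its call when 1 pool was left out, with adjusted p of 0.0764 without control pool 1, 0.0784 without control pool 2, 0.0763 without onset pool 1, 0.0504 without onset pool 2 and 0.0604 without onset pool 3. Its log2 fold change then lay between 2.53 and 3.51, and its adjusted p was 0.0121 without both onset pool 3 and remission pool 3. The call was also lost with neqc background correction (log2 fold change 3.54, adjusted p = 0.0743) and with a variance trend and robust fit in limma's eBayes (3.09, adjusted p = 0.146).

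**Figure D1:**
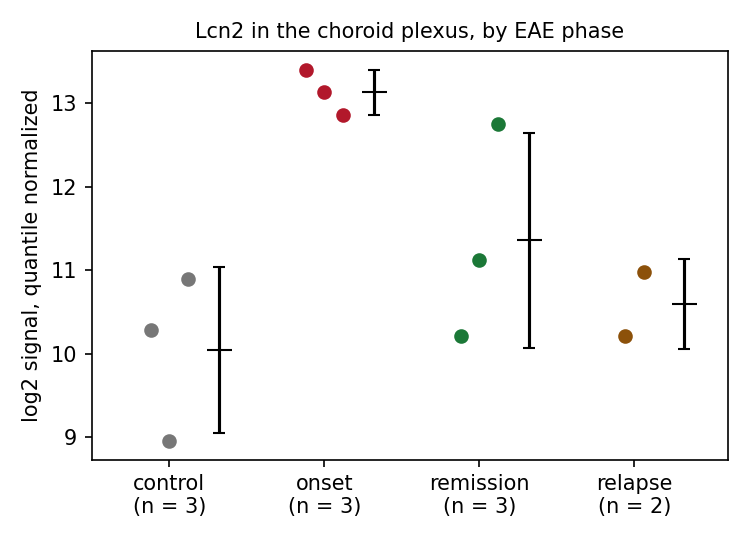
Quantile-normalized log2 signal of Lcn2 in the choroid plexus (vertical axis) by EAE phase, with 1 point per pool of 3 mice and the mean ± SD of each group in black. The onset pools lie from 12.86 to 13.40, above the control pools, and the remission pools range from 10.21 to 12.75.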

The pattern of expression was confirmed by qRT-PCR analysis (Figure 3).

**Figure 2:**
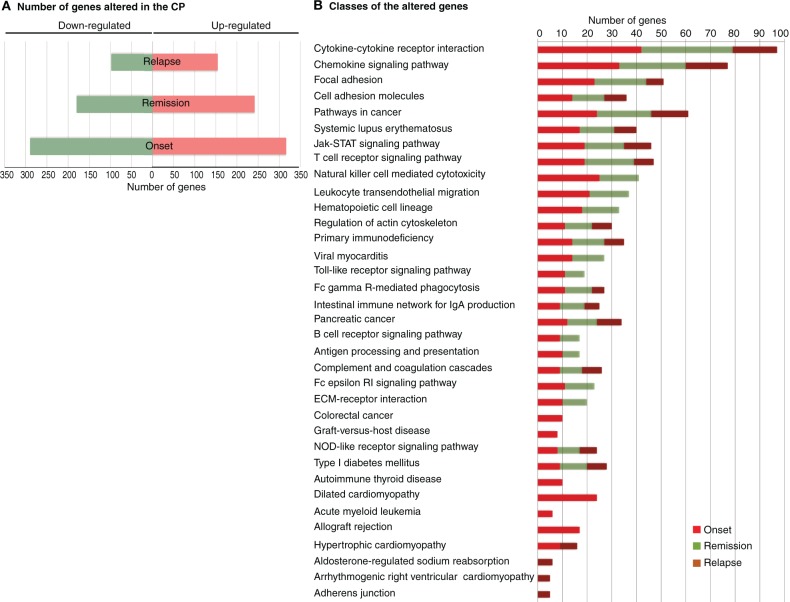
**Transcriptome signature of the EAE CP. (A)** Number of genes whose expression was found altered in the onset, remission, and relapse phases. Up-regulated genes are in red and down-regulated are in green. **(B)** Clustering of the genes whose expression was altered in the CP upon EAE induction. The number of genes altered in each pathway in the onset remission, and relapse phases are represented in red, green and brown, respectively. Microarray data are representative of one single experiment. For each time point at least 2 pools of CP were analyzed and each pool contained CP's from three animals.

**Figure 3:**
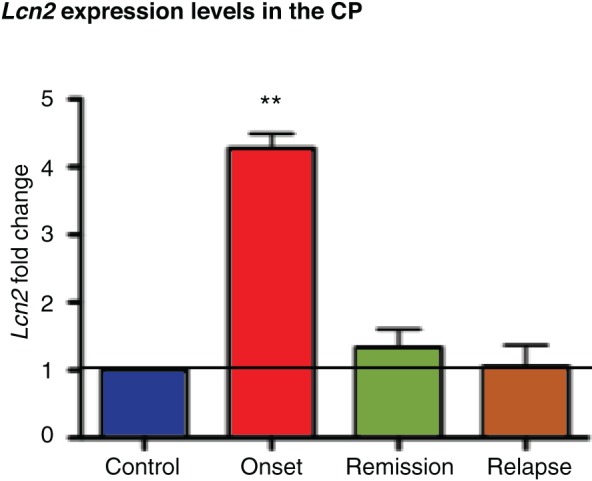
**qRT-PCR for CP *Lcn2***. *Lcn2* expression was strongly induced during the onset phase of the disease returning to control levels in the remission and relapse phases. Data are representative of one independent experiment (at least 5 pools of CP, each containing CP's from three animals). Data represent mean ± SE.

### LCN2 CSF levels correlate with the EAE active phases

We next quantified CSF LCN2 levels to determine if the CP altered gene expression profile resulted in increased protein concentration in the CSF. Interestingly, CSF LCN2 levels were comparably increased in both the EAE onset and relapse phases, while normalized in the remission phase (Figure 1C). The increased LCN2 CSF levels in the relapse phase contrasted with the lack of up-regulation in the CP gene expression in that phase, suggesting that the CSF LCN2 originates from a source other than the CP. 

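In the CP at relapse, the log2 signal of Lcn2 was 10.60 ± 0.54 (SD, n = 2 pools), with the pools at 10.22 and 10.98, inside the range of the control pools for the first and above it for the second. The log2 fold change over control was 0.55 (SE 0.62, adjusted p = 0.968 from limma), or 1.46-fold with a 95% confidence interval from 0.576 to 3.72. An exact permutation test gave p = 0.6, where 0.1 is the smallest that 2 pools against 3 allow, so the interval leaves open a rise of up to 3.72-fold. Compared directly with onset, Lcn2 at relapse had a log2 fold change of -2.54 (SE 0.62, adjusted p = 0.119, exact permutation p = 0.1), which did not pass the threshold. Against remission it had -0.76 (SE 0.62, adjusted p = 0.916, exact permutation p = 0.5). Several neutrophil genes were lower at relapse than at onset, among 47 probes called lower. With 1 onset pool left out, at most 19 probes were called lower. S100a8 and S100a9, the calprotectin subunits of neutrophils, had log2 fold changes from onset to relapse of -2.87 (SE 0.46) and -2.70 (SE 0.42), and Cxcl1, a chemokine that attracts neutrophils, had -1.82 (SE 0.30). From control to relapse, the list of 22 neutrophil markers had a camera adjusted p of 0.997 and that of 33 acute phase genes also 0.997. limma called 0 members of either list at relapse, with 0 higher in both at an unadjusted p under 0.05, 0 with array weights, and 0 and 1 lower at an unadjusted p under 0.05. Without single pools the log2 fold change of Lcn2 at relapse lay between 0.0027 and 0.98. The paper sets the absence of an increase in the CP at relapse against the increased LCN2 in the CSF in that phase (Fig. 1C). From this contrast it proposes another source for the CSF protein. Its qRT-PCR, done on other pools and not analysed here, had Lcn2 back at control levels at relapse (Fig. 3). By immunostaining, also not analysed here, it then reports LCN2 in astrocytes and infiltrating neutrophils of the brain at onset and relapse.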

To elucidate the LCN2 origin, immunohistochemical studies were conducted (Figure 1D). No staining was observed for LCN2 in the CP epithelial cells in any phase of the disease but rather in the CP stroma in the onset phase (Figure 1D, panels **a** and **b**). Staining in stroma was localized and restricted to infiltrating neutrophils (double staining with neutrophil marker Ly6G; Figure 1D, panels **c–e**).

### A dual source of LCN2 in the brain parenchyma

To further investigate possible sources for the LCN2 present in the CSF, whole brain parenchyma immunohistochemical analysis was performed. In the onset phase, LCN2 staining was observed in the olfactory bulb, periventricular regions surrounding the lateral and 3rd ventricles, cerebellum, and brain stem (Figure 4). In contrast, in the relapse phase, the cerebellum and the brain stem were the most highly stained regions. Double immunofluorescence studies using markers for oligodendrocytes (CNPase), microglia (Iba1), neurons (NeuN) and astrocytes (GFAP), indicated that, apart from infiltrating neutrophils, the only cells producing LCN2 were astrocytes (Figure 5A). Of notice, LCN2 expression by neutrophils and astrocytes was only observed in the onset and relapse phases (Figure 5A, panels **d**–**f** and **j**–**l**), in accordance with CSF protein levels (Figure 1C).

**Figure 4:**
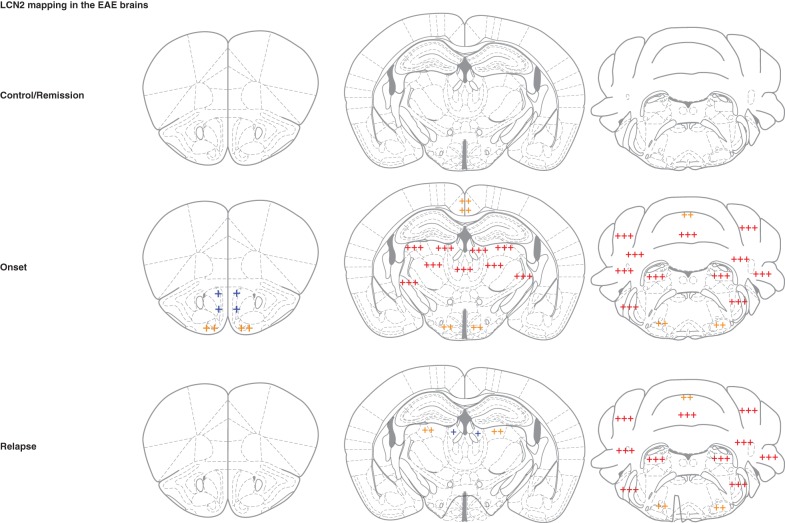
**Schematic representation of the LCN2 expression distribution in the EAE brains**. Staining was mostly observed in the olfactory bulb, periventricular regions surrounding the lateral and 3rd ventricles, cerebellum and brain stem in the active phases of EAE. The cerebellum and the brain stem were the regions more highly stained in the relapse phase. No DAB-positive staining was observed in the brain parenchyma of control animals or in the remission phase of the disease. +++, high expression; + +, medium expression; +, low expression. Data are representative of two independent experiments each containing four animals/group.

**Figure 5:**
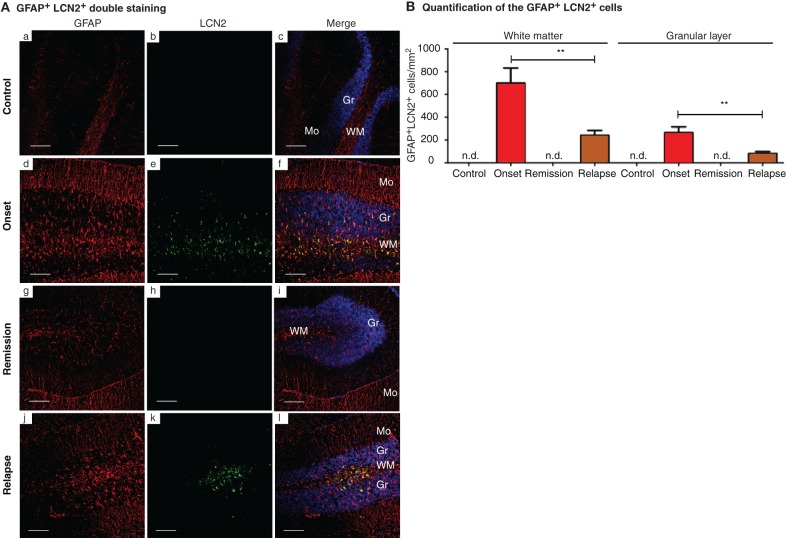
**LCN2 is produced by astrocytes. (A)** Double immunofluorescence labeling for LCN2 (green) and of GFAP for astrocytes (red) indicated double-labeled cells in the onset and in the relapse phases (panels **d**–**f** and **j**–**l**), while no staining was observed in the remission phase or in controls (panels **a**–**c** and **g**–**i**). **(B)** Localization of the double positive staining was restricted to white matter and to the granular layer of the cerebellum; in the onset and relapse phases of the disease. None or few cells were found in the cerebellum molecular layer. Mo, molecular layer; Gr, granular layer; WM, white mater; n.d., not found. Data represent mean ± SE. Scale bars, 100 μm.

Given that in MS patients the cerebellum is commonly affected (Calabrese et al., 2010), we further analyzed the astrocytic LCN2 regional expression in this structure. LCN2 was mainly expressed in the white matter and in the granular layer with no cells found in the molecular layer (Figure 5A). Quantitatively, the number of stained cells was higher in the onset than in the relapse phase of EAE (Figure 5B), which correlated with the animals' clinical score (Figure 1B).

### Natalizumab treatment modulates LCN2 expression

Natalizumab, one of the most effective MS treatments, is a humanized mouse monoclonal antibody against the integrin very late activation (VLA)-4 on leukocytes (Iaffaldano et al., 2011) that blocks leukocyte entry into the CNS. Natalizumab treatment (Figure 6A) ameliorated the clinical manifestations of the disease (clinical score 0.5, Figure 6B) and significantly decreased LCN2 CSF levels (Figure 6C); which corresponded to an abrogated expression of LCN2 in astrocytes (Figures 6D,E) and to a reduction of neutrophils infiltrating the brain parenchyma (data not shown), when compared to IgG-treated animals.

**Figure 6:**
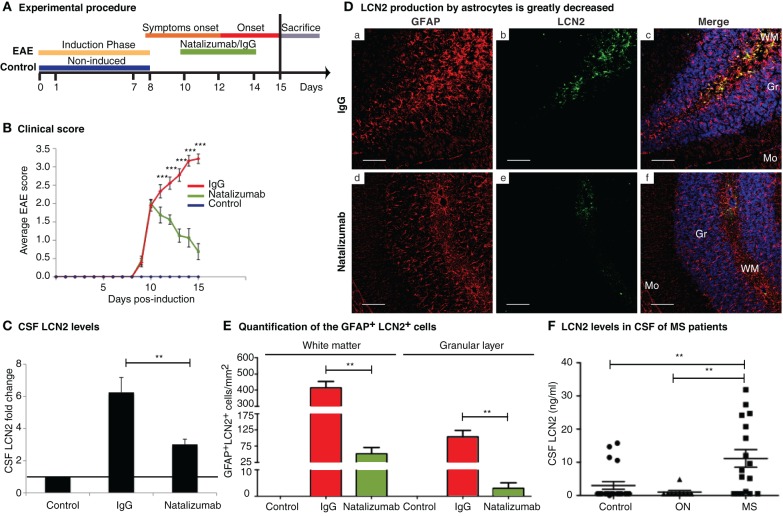
**Natalizumab abrogates the expression of LCN2 and LCN2 is increased in the CSF of MS patients. (A)** After EAE induction animals were injected intraperitoneally with natalizumab or IgG (control for the treatment) 1, 3, and 5 days after the appearance of clinical symptoms. Animals were sacrificed at the onset phase for the analysis of LCN2. **(B)** Treatment attenuated the disease clinical score. **(C)** CSF LCN2 levels were modulated and normalized by natalizumab treatment. (**D** and **E**) LCN2 astrocytic labeling was strongly reduced upon natalizumb treatment both in the white matter and in the granular layer of the cerebellum. **(F)** LCN2 was detected in 5 out of 20 control samples; 1 out of 9 ON patients and in 12 out of 20 patients with MS. CSF levels were significantly higher in MS patients when compared to the non-MS individuals. Data are representative of two independent cohorts from Portugal and Denmark. Data represent mean ± SE. CSF samples below the detection (0.5 ng/ml) were given the value of 0.5 ng/ml. Mo, molecular layer; Gr, granular layer; WM, white mater. Scale bars, 100 μm.

### LCN2 is increased in CSF samples from MS patients

To investigate whether the findings in the murine EAE model were also observed in humans, LCN2 CSF levels were analysed in two separate MS cohorts. Samples were divided in three clinical groups: controls (age and gender matched), patients with monosymptomatic ON and patients with clinically active MS. LCN2 was detected in 5/20 (25%) control samples, in 1/9 (11%) ON, and in 12/20 (60%) MS samples [χ^2^_(df = 5)_ = 13.98; *p* = 0.0158). Additionally, CSF LCN2 levels were significantly higher in MS patients when compared to controls and ON patients (Figure 6F).

## Discussion

Here we identify LCN2 as a novel protein whose presence in the CSF and expression in the brain parenchyma (astrocytes and infiltrating neutrophils) correlates with the active phases of the EAE mice model and is reverted to normal levels with natalizumab treatment. Additionally, LCN2 CSF levels were found significantly higher in MS patients when compared to healthy individuals or ON patients. These observations suggest that LCN2 CSF levels may be of relevance to include in the panel of MS CSF markers. In addition, we describe the CP transcriptome in the onset, relapse, and remission phases of EAE. 

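As sets, neutrophil and endothelial transcripts were higher in the CP at EAE onset than in control mice. Among neutrophil genes, 12 of 22 measured were higher (17 when adjusted over the list alone), with a median log2 fold change of 1.05 (camera adjusted p = 1.47e-23). Fpr2, a receptor for bacterial and mitochondrial formyl peptides, was above background in no control pool and was at least 2.39-fold higher (adjusted p = 0.0113). Lrg1, a glycoprotein of neutrophils and inflamed endothelium, rose by 1.31 (SE 0.21, adjusted p = 0.0124). Of 22 monocyte and macrophage markers, 6 were higher (12 when adjusted over the list alone, adjusted p = 4.69e-10, adjusted p = 0.0577 with an estimated correlation). They included Ly6c1, at 1.32 (SE 0.23, adjusted p = 0.0172), which endothelial cells also express, and Cd14, a coreceptor for endotoxin, at 1.14 (SE 0.20, adjusted p = 0.0170). Of 19 T cell markers, 6 were higher (9 when adjusted over the list alone, adjusted p = 2.27e-09, adjusted p = 0.0577 with an estimated correlation). Cd3d and Cd3e, chains of the T cell receptor complex, were above background in every onset pool and no control pool, and were at least 1.23-fold and 1.15-fold higher. B and plasma cell markers had 0 of 14 called in limma, 1 at an unadjusted p under 0.05 and 0 with array weights (adjusted p = 0.361). Of 17 NK and cytotoxic cell markers 1 was higher, Ccl5, which T cells also express (adjusted p = 0.216). The 22 endothelial markers had 9 genes higher (16 when adjusted over the list alone), with a median of 0.44 (adjusted p = 5.97e-19). Ramp2 and Robo4, receptors that maintain the vessel wall, rose by 1.16 (SE 0.18, adjusted p = 0.0107) and 0.85 (SE 0.11, adjusted p = 0.00429), and Eng, a coreceptor for TGF-beta, by 0.75 (SE 0.10, adjusted p = 0.0050). At remission, the endothelial list had 6 genes higher (16 when adjusted over the list alone) and a median of 0.51 (adjusted p = 5.13e-22), with Tek, the angiopoietin receptor, at 0.59 (SE 0.08, adjusted p = 0.0247). Monocyte and T cell markers had 2 genes higher each (12 and 8 when adjusted over the list alone, adjusted p = 1.63e-11 and 2.08e-08, each with adjusted p = 0.0577 with an estimated correlation). Mrc1, the mannose receptor of tissue macrophages, rose by 0.53 (SE 0.09, adjusted p = 0.0376). Among neutrophil markers, limma called 0 at remission, 7 were higher at an unadjusted p under 0.05 and 0 with array weights, while the list had a median of 0.34, and 0.23 and 0.16 without control pool 2 and remission pool 3 (1 higher when adjusted over the list alone, adjusted p = 5.62e-09, adjusted p = 0.127 with an estimated correlation). NK markers had 1 higher, Ccl5, lost without control pool 1, control pool 2, remission pool 2 or remission pool 3 (adjusted p = 0.00436, adjusted p = 0.0577 with an estimated correlation), and B cell markers had an adjusted p of 0.323. At relapse, limma called 0 T cell markers, with 9 higher and 1 lower at an unadjusted p under 0.05 and 3 higher with array weights or without control pool 3, and the list had a median of 0.31 (9 higher and 1 lower when adjusted over the list alone, adjusted p = 7.95e-09, adjusted p = 0.0577 with an estimated correlation). The B cell list at relapse had a median of 0.15 (adjusted p = 5.25e-04, adjusted p = 0.0577 with an estimated correlation). The monocyte list had 0.06 (adjusted p = 0.0274, adjusted p = 0.395 with an estimated correlation), with adjusted p of 0.0928, 0.350 and 0.305 without control pool 1, control pool 2 and relapse pool 2, and medians of 0.03, 0.21 and 0.15 without control pool 1, control pool 3 and relapse pool 2. The NK list had an adjusted p of 0.141. At relapse the endothelial list had a median of -0.0075 (from -0.05 to 0.05 with 1 pool left out), a mean of 0.02 and an adjusted p of 0.887. Directly compared, it was lower at relapse than at onset by a median of -0.39 (fry adjusted p = 0.0187, camera adjusted p = 0.0962 with an estimated correlation) and than at remission by -0.41 (fry adjusted p = 0.0187, camera adjusted p = 0.0962 with an estimated correlation). From onset to relapse, Flt1 and Eng had log2 fold changes of -1.03 (SE 0.12) and -0.82 (SE 0.11), both past the threshold. Neutrophil markers were lower at relapse than at onset by a median of -1.20, with 6 genes lower (fry adjusted p = 0.0512), and lower at remission than at onset by -0.69 (fry adjusted p = 0.163), neither past the threshold with fry. Camera, the test used against control, gave adjusted p of 7.63e-20 and 1.31e-16 for these with the preset correlation. With an estimated correlation it gave 0.182 for both. With 1 onset pool left out, at most 19 probes of all genes were called lower at relapse than at onset, against 47 with every pool. At onset, the numbers of neutrophil, monocyte, T cell and endothelial genes higher became 0, 0, 0 and 3 without control pool 1 or control pool 2, 2, 1, 2 and 6 without onset pool 1, 9, 7, 5 and 5 without onset pool 2, and 11, 0, 4 and 4 without onset pool 3. At remission, those of monocyte, T cell and endothelial genes became 0, 0 and 2 without control pool 1, 0, 0 and 0 without control pool 2 or remission pool 2, 5, 3 and 7 without control pool 3, 1, 0 and 2 without remission pool 1, and 1, 1 and 2 without remission pool 3. Without both onset pool 3 and remission pool 3 they were 1, 0 and 1. At onset, neutrophil, monocyte, T cell and endothelial genes then had 13, 3, 6 and 6.

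**Figure D2:**
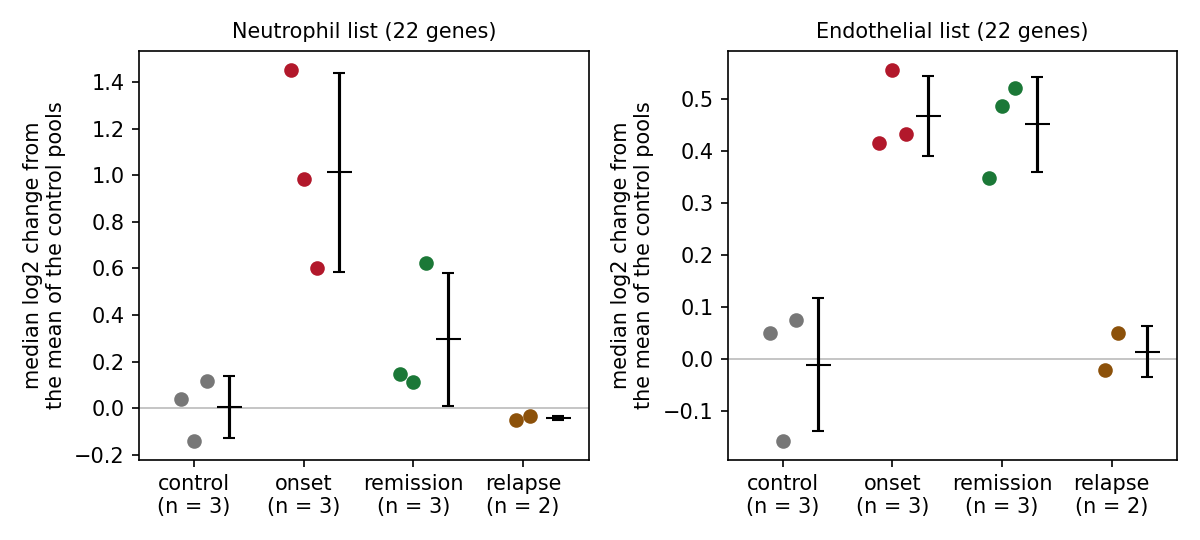
Median log2 change from the mean of the control pools (vertical axes) of 22 neutrophil genes (left) and 22 endothelial genes (right) by EAE phase, with 1 point per pool and the mean ± SD of each group in black. Onset and remission pools lie above all control pools in the endothelial list, and both relapse pools lie within their range.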

Of notice, the most altered biological pathways were associated with leukocyte migration to the CNS, supporting the CP as a possible route of initial leucocytes entry into the brain (Vercellino et al., 2008; Reboldi et al., 2009). 

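Genes of the interferon response, antigen presentation, complement and the acute phase were also among those higher in the CP at EAE onset. The acute phase and NF-kB list had 15 of 33 genes higher than in control (23 when adjusted over the list alone) with a median log2 fold change of 0.62 (camera adjusted p = 7.53e-24, adjusted p = 0.0577 with an estimated correlation). Its member Nfkbiz, an inducible cofactor of NF-kB, rose by 0.87 (SE 0.10, adjusted p = 0.00353), and Osmr, the receptor for oncostatin M, by 1.69 (SE 0.27, adjusted p = 0.0121). Of 50 interferon-stimulated genes, 13 were higher (26 when adjusted over the list alone) with a median of 0.30 (adjusted p = 1.48e-22). Ifitm1 and Ifitm3, membrane proteins that restrict viral entry, rose by 0.92 (SE 0.10, adjusted p = 0.00351) and 0.84 (SE 0.13, adjusted p = 0.0107), and Irf8, a transcription factor of myeloid cells, by 0.71 (SE 0.10, adjusted p = 0.00870). Among 24 genes of MHC class I and antigen processing, 5 were higher (13 when adjusted over the list alone, adjusted p = 1.37e-11, adjusted p = 0.0577 with an estimated correlation), with Psmb9, a subunit of the immunoproteasome, at 0.88 (SE 0.14, adjusted p = 0.0122). Of 13 MHC class II genes 2 were higher (5 when adjusted over the list alone, adjusted p = 4.75e-06, adjusted p = 0.134 with an estimated correlation), with Cd74 at 1.07 (SE 0.20, adjusted p = 0.0231). Of 23 complement genes 5 were higher (9 when adjusted over the list alone, adjusted p = 6.78e-08, adjusted p = 0.0524 with an estimated correlation), with Serping1, an inhibitor of the first complement component, at 0.51 (SE 0.09, adjusted p = 0.0163). Of 95 cytokines and receptors other than chemokines, 8 were higher (12 when adjusted over the list alone, adjusted p = 9.81e-06), among them Tnfrsf4, a costimulatory receptor of T cells, at 0.77. The fibroblast and mural stroma list had 1 of 24 genes higher (7 higher and 1 lower when adjusted over the list alone) with a median of 0.13 (adjusted p = 3.18e-05). Of 27 genes of iron handling 3 were higher (5 when adjusted over the list alone), Lcn2, Ltf and Trf, and lactoferrin (Ltf) rose by 1.42 (SE 0.25, adjusted p = 0.0164). The iron list had an adjusted p of 0.0397 (adjusted p = 0.0937 with an estimated correlation), and 0.0862, 0.0872 and 0.114 without control pool 1, control pool 3 and onset pool 1. With 1 pool left out, the numbers of higher genes among acute phase, interferon, MHC class I, MHC class II, complement and cytokine genes became 2, 3, 0, 0, 0 and 1 without control pool 1, 2, 2, 0, 0, 0 and 1 without control pool 2, 4, 5, 2, 0, 1 and 2 without onset pool 1, 8, 9, 2, 3, 4 and 5 without onset pool 2, and 6, 7, 3, 1, 1 and 2 without onset pool 3. Complement had 8 without control pool 3. Iron handling had 0 without control pool 1 or control pool 2 and 1 without onset pool 1, onset pool 2 or onset pool 3, and the stroma list 2 without control pool 3 and 3 without onset pool 2.

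Immediate early genes, which respond to stress within an hour of handling or stimulation, had 4 of 26 higher at onset (6 when adjusted over the list alone, adjusted p = 8.85e-04, adjusted p = 0.0650 with an estimated correlation). This number was 1, 0, 1 and 2 without control pool 1, control pool 2, onset pool 1 and onset pool 3. The cell cycle list had 1 of 38, lost without each pool but control pool 3 (1 when adjusted over the list alone, adjusted p = 0.00387, adjusted p = 0.134 with an estimated correlation, 0.148 without onset pool 1). Hemostasis and platelets had 1 of 27, Vwf, whose call was kept only without control pool 3, while another gene of the list was called without onset pool 2 (3 when adjusted over the list alone, adjusted p = 0.0436, adjusted p = 0.171 with an estimated correlation, 0.239 without control pool 1 and 0.253 without onset pool 1). The CP epithelium list moved down as a set by a median of -0.11 (adjusted p = 0.0133, adjusted p = 0.117 with an estimated correlation, 0.0675 without control pool 2), and of -0.06 and -0.05 without control pool 2 and onset pool 2. limma called 0 of its 26 genes, with 3 lower at an unadjusted p under 0.05 and 3 with array weights. Kcne2, a potassium channel subunit of the epithelium, had the smallest p among them, with a log2 fold change of -0.68 (SE 0.15, adjusted p = 0.0539). Among 26 solute carriers and pumps of CSF secretion 1 was lower, Car3 (1 higher and 2 lower when adjusted over the list alone, adjusted p = 0.689), with a median of 0.02, a mean of -0.02 and camera's direction up. Car3 lost its call without control pool 1, control pool 2, onset pool 2 or onset pool 3, 2 genes were lower without control pool 3, and the median lay between -0.01 and 0.07 with 1 pool left out. Tight junction and ependymal genes had adjusted p of 0.581 and 0.905. Markers of brain tissue at onset had medians of 0.17 for astrocytes (adjusted p = 0.00489, adjusted p = 0.171 with an estimated correlation, median 0.10 without control pool 2), 0.07 for neurons (adjusted p = 0.905) and 0.05 for oligodendrocytes and myelin (adjusted p = 0.350, and 0.0396 without control pool 3), and erythroid genes had an adjusted p of 0.178, and 0.0229 without control pool 2. With 1 pool left out, the neuron median ran from -0.02 (without onset pool 3) to 0.27 (without onset pool 1), and the myelin median from -0.04 (without onset pool 3) to 0.11 (without control pool 3).

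At remission, MHC class II genes were again higher than in control, by a median of 0.30 (2 genes, 8 when adjusted over the list alone, adjusted p = 1.09e-09, adjusted p = 0.0633 with an estimated correlation). Its gene H2-Ab1, the beta chain of the class II molecule I-A, rose by 0.95 (SE 0.17, adjusted p = 0.0465). Interferon-stimulated genes had a median of 0.17 (1 gene, 9 when adjusted over the list alone, adjusted p = 9.47e-12, adjusted p = 0.0577 with an estimated correlation) and complement 0.15 (1 gene, C2, 6 when adjusted over the list alone, adjusted p = 1.66e-06, adjusted p = 0.0577 with an estimated correlation). The stroma list had 0.20 (1 gene, 7 when adjusted over the list alone, adjusted p = 5.39e-08), with the collagen gene Col6a1 at 0.63 (SE 0.11, adjusted p = 0.0409), and the cytokine list 0.04 (1 gene, Il7r, 4 when adjusted over the list alone, adjusted p = 2.31e-04). limma called 0 acute phase and 0 MHC class I genes at remission, with 14 and 10 higher at an unadjusted p under 0.05 and 2 and 5 with array weights (8 and 7 when adjusted over the list alone), and MHC class I had 3 without control pool 3. These lists had medians of 0.35 (adjusted p = 5.62e-09, adjusted p = 0.168 with an estimated correlation) and 0.13 (adjusted p = 9.88e-07, adjusted p = 0.113 with an estimated correlation). Without remission pool 3, the medians of acute phase, interferon and complement genes were 0.05, 0.07 and 0.05, and without control pool 3 that of MHC class I was 0.21. Immediate early genes had an adjusted p of 0.0328 (adjusted p = 0.171 with an estimated correlation), and 0.194, 0.0782 and 0.179 without control pool 3, remission pool 1 and remission pool 3. Hemostasis had 0.0385 (adjusted p = 0.168 with an estimated correlation), and 0.251, 0.0556 and 0.0952 without control pool 1, remission pool 2 and remission pool 3. The other lists did not pass at remission, with adjusted p of 0.0718 for iron handling, 0.0729 for myelin, 0.112 for neurons, 0.274 for the cell cycle, 0.323 for solute carriers, 0.350 for epithelium, 0.456 for tight junctions, 0.791 for astrocytes, 0.905 for erythroid genes (median -0.07, mean -0.03, camera's direction up) and 0.952 for ependymal cells (median -0.02, mean 0.0080). Some of them passed with 1 pool left out: myelin without control pool 3 (adjusted p = 0.00212) or remission pool 1 (0.0254), neurons without remission pool 1 (0.0107) and iron handling without remission pool 2 (0.0376). With 1 pool left out, the 2 MHC class II genes became 0 without control pool 1, control pool 2, remission pool 1 or remission pool 2, and 3 and 2 without control pool 3 and remission pool 3. The single genes called in the interferon, stroma and cytokine lists lost their call without control pool 1, control pool 2, remission pool 1, remission pool 2 or remission pool 3. Complement had 4 genes higher without control pool 3 and 0 without control pool 1, control pool 2, remission pool 2 or remission pool 3.

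At relapse, the lists that were higher than in control as sets included myelin and astrocyte genes, with medians of 0.25 (adjusted p = 7.80e-07, adjusted p = 0.0577 with an estimated correlation) and 0.25 (adjusted p = 2.65e-06, adjusted p = 0.0577 with an estimated correlation). Neuron genes had 0.32 (adjusted p = 3.09e-04, adjusted p = 0.213 with an estimated correlation), and 0.10 and 0.17 without relapse pool 1 and control pool 2. The myelin list had 0.44, with 1 gene called, without control pool 3. limma called 0 genes of these lists at relapse, with 7, 6 and 5 of the 15, 14 and 15 measured genes higher at an unadjusted p under 0.05 and 1, 0 and 0 with array weights (6, 0 and 3 when adjusted over the list alone). Mag, a protein of the myelin sheath, had a log2 fold change of 0.93 (SE 0.24, adjusted p = 0.580), which did not pass. The stroma list had a median of 0.15 (adjusted p = 5.46e-05), MHC class II 0.19 (adjusted p = 2.70e-04, adjusted p = 0.203 with an estimated correlation, median 0.12 without control pool 2), and solute carriers 0.09 (adjusted p = 0.00758, adjusted p = 0.0577 with an estimated correlation, 0.0768 without relapse pool 1). Complement had 0.04 (adjusted p = 0.00972, adjusted p = 0.190 with an estimated correlation, 0.0596 without control pool 2 and 0.0981 without relapse pool 2), and cytokines 0.02 (adjusted p = 0.0133, adjusted p = 0.0742 with an estimated correlation, 0.0740 without relapse pool 2). With 1 pool left out, the medians lay between 0.04 and 0.13 for solute carriers, 0.02 and 0.11 for complement, and 0.01 and 0.05 for cytokines. Erythroid genes were lower as a set, with a median of -0.13 (adjusted p = 0.00237, adjusted p = 0.134 with an estimated correlation, 0.0705 without control pool 1). Lists that did not pass at relapse were MHC class I (adjusted p = 0.0835), immediate early genes (0.141), interferon-stimulated genes (0.323), ependymal cells (0.361), tight junctions (0.605, median -0.0038, mean 0.02), iron handling (0.872, median 0.02, mean -0.0041), hemostasis (0.905), epithelium (0.915, median 0.0061, mean -0.01) and the cell cycle (0.927). MHC class I passed without control pool 3 (adjusted p = 0.00227) and immediate early genes without relapse pool 2 (0.0460). Directly compared, interferon-stimulated genes were lower at relapse than at onset by a median of -0.26, with 5 genes lower (fry adjusted p = 0.0393, camera adjusted p = 0.182 with an estimated correlation). Over all genes, 47 probes were called lower in this comparison, and at most 19 with 1 onset pool left out.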

Several additional pathways were found altered and should be further investigated in order to understand whether specific modulators of disease onset and progression are present at the BBBs.

We have previously analyzed the CP transcriptome in the context of the interplay between the periphery and the brain in response to acute and repeated peripheral inflammation (Marques et al., 2009a,b). Interestingly, the CP response differed depending on the stimulus. Overall, the CP transcriptome changes appeared to be more pronounced in response to a transient and acute stimulation than during continuous (chronic) stimulation, in which there seemed to be an adaptation of the response. Portraying this, the highest observed fold changes we observed in the present study were in the order of 3-fold magnitude, indicating that EAE induction triggers a blunted CP response more akin to that observed upon repeated peripheral inflammation (3–4 fold) (Marques et al., 2009b) than after an acute inflammatory challenge (up to 50-fold) (Marques et al., 2009a). Furthermore, specifically for *Lcn2* (here the highest up-regulated gene), previous work showed that in the presence of an acute stimulus, changes were restricted to CP epithelial cells (Marques et al., 2008), when compared to a response by the CP stromal cells in the presence of a chronic stimulus in which no epithelial cells displayed LCN2 staining. 

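By their fitted values, which are uncertain for probes not above background in 1 group, 82 of the 291 probes called at EAE onset changed more than 2-fold, and 1, that of Lcn2, more than 8-fold. On the log2 scale, 80 were higher by more than 1, 6 by more than 2 and 1 by more than 3, and the median size of change among the called probes was 0.73. Saa3, which encodes an acute phase apolipoprotein, rose by 2.95 (SE 0.56, adjusted p = 0.0241). S100a8 and S100a9 rose by 2.45 (SE 0.41, adjusted p = 0.0153) and 2.20 (SE 0.38, adjusted p = 0.0160). Among chemokines, Ccl5, which attracts T cells, was above background in all onset pools and no control pool and was at least 3.72-fold higher (adjusted p = 0.00351). Cxcl9, a ligand induced by interferon gamma, rose by 2.18 (SE 0.33, adjusted p = 0.0107), and Cxcl13, which attracts B cells, by 1.84 (SE 0.27, adjusted p = 0.0103). Cytip, a regulator of leukocyte adhesion, rose by 1.79 (SE 0.28, adjusted p = 0.0107), and Chil3, a chitinase-like protein of myeloid cells, was at least 1.67-fold higher (adjusted p = 0.0471). At remission, Ccl5 was at least 1.80-fold higher (adjusted p = 0.0483), and lost its call without control pool 1, control pool 2, remission pool 2 or remission pool 3. Cxcl9 and S100a9 had log2 fold changes of 1.22 (SE 0.33, adjusted p = 0.258) and 1.15 (SE 0.38, adjusted p = 0.433) there and did not pass. Among chemokines at relapse, Cxcl13 had the largest log2 fold change, 1.86 (SE 0.30, adjusted p = 0.0862), which did not pass. Of the genes named here at onset, Ccl5 kept its call without each pool in turn, and the others lost it without control pool 1 or control pool 2 at least, with a highest adjusted p of 0.193 over all genes named. From the size of the largest changes, the paper reasons that EAE triggers a blunted response of the CP, closer to that after repeated than after acute peripheral inflammation.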

Here, the LCN2 cell expression pattern appeared again to parallel that of the chronic model since LCN2 was found expressed by neutrophils, a stromal cell population known to extensively infiltrate the brain in the acute phase of EAE mice model and also in MS patients (Wu et al., 2010; Naegele et al., 2012), and in astrocytes, but not in CP epithelial cells. The relevance of LCN2 in EAE is further strengthened by the observation that the gene and the protein are also increased in the spinal cord, and that the severity of the symptoms are higher in *Lcn2*-null mice, as recently described (Berard et al., 2012).

Lipocalin 2 was first described as an acute phase protein involved in the innate immunity given its ability to bind bacterial siderophores (Flo et al., 2004). More recently, the identification of mammalian siderophores (Devireddy et al., 2010) suggested a novel function for LCN2 in iron homeostasis, as a protein able to deliver iron to cells by a transferin-independent mechanism (Devireddy et al., 2005). Therefore, either through its ability to modulate iron delivery or through mechanisms still to be identified, the current evidence suggests additional functions for LCN2.

Further insights into the role of LCN2 in MS can be gleaned from our novel finding revealing the expression of LCN2 in brain astrocytes of EAE mice, exclusively during the active phases of disease. Interestingly, Berard et al. (2012) have similarly described LCN2 label in spinal cord astrocytes in EAE; but not in postmortem brain tissue from patients with MS; which may be attributed to differences between humans and rodents, or to the stage of the disease. Even though the participation of astrocytes in MS has been poorly investigated, astrocytes have been shown to have an active role in axonal-associated damage during the early phases of murine EAE (Wang et al., 2005). Further understanding on whether LCN2 is a marker of activated astrocytes alone, or represents a key mediator in the astrocytes involvement in MS pathogenesis might have implications for the development of neuroprotective therapeutic strategies, which deserves further research. Also of relevance will be to investigate whether the decrease in astrocytic LCN2 during the remission phase results from apoptosis of reactive astrocytes (Lee et al., 2009) or from a decreased inflammatory response due to the lower number of infiltrating immune cells. Similarly, the lower number of astrocytes producing LCN2 upon treatment may relate with natalizumab's ability to diminish immune cell entry into the brain.

LCN2 has been recently suggested to participate in the initiation of inflammation and leukocyte migration into injured spinal cord sites (Rathore et al., 2011) and, in the brain, as a promoter of cell migration that occurs through chemokine up-regulation (Lee et al., 2011). However, the observation that EAE *Lcn2*-null mice have increased number of infiltrating immune cells in the lesions, when compared to EAE wild-type mice (Berard et al., 2012), questions the role of LCN2 in cell migration. LCN2 is also known to modulate iron availability (Richardson, 2005), which is of relevance since iron is necessary for myelinization. Importantly, iron seems to accumulate in human MS brain lesions and also in mice; in the latter, treatment with the iron chelator desferrioxamine reduces clinical and pathologic signs of EAE (Pedchenko and LeVine, 1998).

The results obtained in the murine model were translatable into humans, which corroborated the relevance of the findings. MS patients from two different cohorts presented increased CSF LCN2 levels. These observations are in line with the increased LCN2 levels in the serum of relapsing-remitting MS patients relative to healthy controls (Berard et al., 2012). Here we showed that LCN2 CSF levels of MS patients are increased in comparison with healthy controls and ON patients. These observations in humans are also in line with two separate GEO database entries on EAE/MS studies, where *Lcn2* expression appears 50% increased in post-mortem brains of MS patients (GDS2978) and in spinal tissue from EAE animals (GDS510). Altogether, these data support the inclusion of LCN2 CSF levels in the panel of inflammatory MS markers to monitor therapy and disease progression. One important question that should be addressed in the future is to evaluate whether LCN2 levels rise earlier than current diagnostic markers of the disease. CSF analyses are often performed as an aid to diagnosis of MS, especially in the early presentations, since the presence of OCB doubles the risk of developing MS after a first demyelinating event (Tintore et al., 2008). However, many patients with positive OCB might never develop the disease, particularly when the imaging studies are less informative (Tintore et al., 2008). Finding of additional biomarkers of disease, including in the CSF, is therefore of clinical relevance so to identify patients that would benefit from early treatment (Comi et al., 2000). Interestingly, five MS samples had no measurable CSF LCN2: of these, three also did not present OCBs, and four corresponded to patients with longer remission periods. In the present study we not only compared MS patients with controls, but also with ON patients. ON is often seen as the debut symptom in MS and approximately 50% of patients with ON convert into MS within 6 years (The Optic Neuritis Study Group, 2008). However, when no white matter lesions are detected, the risk of ON patients to develop MS in a 15-year period decreases, but is still higher than that of controls. The ON patients in this study were at low risk of progressing to MS due to normal MRI or to the lack of OCB. The follow-up of these individuals is crucial to determine whether the absence of LCN2 expression found in most of them is a prognostic marker for no progression into MS or, otherwise, whether the presence of LCN2 in ON individuals correlates with conversion into MS.

Here we identify LCN2 as a novel protein whose presence in the CSF and expression in the brain parenchyma is unique to the active phases in the EAE mice model. Additionally we found that the astrocytic LCN2 expression was restricted to the regions typically affected in MS patients. Since LCN2 CSF levels were also found significantly elevated in MS patients the observations support LCN2's inclusion in the panel of MS CSF markers.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

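Gene expression in the CP was measured on Illumina MouseRef-8 arrays in 11 pools of 3 mice each: 3 control, 3 onset, 3 remission and 2 relapse pools of the EAE experiment. The human CSF measurements, qRT-PCR, immunostaining and natalizumab treatment are not analysed here. The authors read the arrays with BeadStudio and deposited the signal intensity of each probe on a linear scale without normalization, together with a detection p-value of each probe against the negative controls of its array. They also deposited a table of log2 values, quantile-normalized in R. That table has equal distributions in every column, and its order of probes in each array is that of the signals (Spearman correlation 1). It differs from the log2 of the signals quantile-normalized here by at most 0.0888. The paper's text names no background correction, filter on dim probes, fold threshold or block.

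The signals were analysed in R 4.3.3 with limma 3.58.1. Of 23983 probes, 5 are duplicates and were left out, which leaves 23978. Log2 signals were quantile-normalized between arrays, a mean was fitted for each of the 4 groups, and contrasts were tested with limma's moderated test, two-sided, with Benjamini-Hochberg adjustment within each contrast at 5%. Each phase was compared with control, and the phases with each other. The moderated test had 5.53 prior degrees of freedom. Probes were paired with current gene symbols through the platform's table. 20917 have 1 gene, 3060 no gene name and 1 several genes, and 3691 of the 15943 genes have more than 1 probe. A gene stands by its probe with the highest mean log2 signal. Between 8687 and 10221 probes per pool were above background at a detection p under 0.01, and arrays give no counts from which a sampling error could be had. For a gene above background in no pool of one group, the lower bound of its fold is taken against the detection limit of the arrays, and no other fold is given.

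The 34 gene lists were written from general knowledge of pathways and cell types before the data were examined, as was the rule for naming genes. So were the tests and alternatives, apart from those said to be chosen after the data or the result was seen. The lists cover chemokine signaling with its ligands, receptors and transduction genes, focal adhesion, cell adhesion molecules, leukocyte transendothelial migration, selectins, matrix metalloproteinases, cytokines, markers of blood and tissue cell types, interferon, MHC class I and class II, complement, acute phase, iron handling, cell cycle, immediate early genes, solute carriers, tight junctions and hemostasis. They share members, such as Ccl5 between chemokines and NK markers, and are not the pathway tables the authors used. A list was tested against all other genes with camera at a preset correlation between genes of 0.01, and again with an estimated correlation. The p-values were adjusted over the 102 tests of lists and phases against control. Counts adjusted over the list alone use the members of that list only. The genes named are, for each phase against control, the 10 with the largest increases and the 10 with the largest decreases among called probes with a gene name whose EAE pools all lie beyond all control pools, up to 4 members of each list with the smallest p, and every gene the paper names that the array measures. Genes of a list called in a count of 5 or fewer could be named as well, and not every gene these rules cover appears in the text. Alpl, Arap3, Chrna4, Pcp2, Prl, Gh and the unnamed probes were chosen after their values were seen. Itga4 and Gfap, which the paper names, were above background in no pool. Hprt, Itgb1, Aif1 and Cnp, also named there, had log2 fold changes at onset of -0.08, 0.18, 0.14 and -0.15, none of which passed the test.

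The overlap of calls between phases that share the control pools was set against 100 simulations without any change. Hardly any probe is called in these, so their low overlap was fixed in advance. Correlations across pools use deviations from the group means, with all 432 permutations within groups, and are adjusted over a family of 6. The procedure was tested on simulated data with known changes, in which 59.7%, 97.0% and 100% of probes changed by 0.5, 1 and 2 on the log2 scale were recovered for 3 pools against 3, and 47.8%, 89.6% and 97.0% for 2 against 3. Of the probes called there, 3.28% and 4.79% were unchanged. A list raised in the simulation was called, and 0 of the 68 list tests in the comparisons left unchanged were. The other lists in the changed comparison were not counted. The simulated noise was independent between probes, so this does not give the rate of false list calls where genes vary together.

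The alternatives were neqc background correction (offset 16), the authors' normalized values, median scaling, a filter on dim probes, a fit of only the 2 groups compared, the replicate number as a block, array weights, eBayes with trend and robust, 1 probe per gene, unadjusted p under 0.05 and under 0.005, a fold change of at least 1.3, adjustment over the 3 contrasts together, fry and Fisher's exact test for lists, a detection p of 0.05, and leaving out each pool. Chosen after seeing the data were an unadjusted p under 0.01, the first component of the residuals as a covariate, and leaving out onset pool 3 and remission pool 3. The 11 arrays lie on 2 beadchips of 8 arrays each, and the sources used do not say which array lies on which, so no beadchip term was fitted.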

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

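The tests of the endothelial genes, of array quality and of a wrong label, and the count of other splits of the pools, were chosen only after the result was seen.

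Gene expression in the CP differed between relapse and the earlier phases when these were compared directly in limma. At relapse, 23 probes were higher and 47 lower than at onset, and 7 were lower than at remission. The counts against onset were 6 higher and 2 lower without relapse pool 2, 1 and 0 without relapse pool 1, 1 and 2 without onset pool 1, 3 and 19 without onset pool 2 and 3 and 12 without onset pool 3. Against remission the lower count was 3 without remission pool 1, 0 without remission pool 2, remission pool 3 or relapse pool 1, and 4 without relapse pool 2. Without both onset pool 3 and remission pool 3, the higher and lower counts were 30 and 90 against onset and 0 and 0 against remission. The genes lower than at onset include S100a8, S100a9, Ltf and Retnlg of neutrophils, and Flt1, Robo4 and Eng of the endothelium. Those lower than at remission, of which Alpl and Arap3 were named after their values were seen, include Flt1, Robo4, Alpl, Emcn, Cxcl12, Arap3 and Eng, from -1.03 to -0.77. Among the higher ones, chosen after their values were seen, are the neuronal genes Chrna4 and Gad1, at 1.46 and 1.23, and Pcp2, which was above background in no onset pool.

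Several gene lists outside those the paper discusses had a signal above control. The interferon-stimulated genes had a median log2 fold change of 0.30 at onset. The fibroblast and mural stroma genes had 0.13 at onset, 0.20 at remission and 0.15 at relapse.

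The endothelial genes had medians of 0.44 at onset and 0.51 at remission and -0.0075 at relapse. A smaller share of epithelium in these pools would raise markers of other cells. The stroma list was also higher, by 0.13 at onset and 0.20 at remission. Within onset and within remission the lowest endothelial pool median exceeded the highest stroma pool median, by at least 0.117. Without background correction, equal rises need not give equal log2 changes, so this gap does not exclude such a share. The epithelium list was lower at onset (camera adjusted p = 0.0133 with the preset correlation) and not called at remission (0.350). A later collection day than the controls is excluded for onset, which shares their day and had 0.4438. Without 1 control pool the median ran from 0.41 to 0.48 at onset and from 0.37 to 0.57 at remission, so no single control pool sets it. The highest camera adjusted p was then 2.02e-15, which does not measure the spread between pools. The endothelial genes called at remission were 2 without control pool 1, 0 without control pool 2 and 7 without control pool 3. A dependence on disease phase is open as a biological explanation, and the higher of the unadjusted fry p-values of relapse against the other phases was 0.000366 (adjusted p = 0.0187 for both, and 0.0962 for both from camera with an estimated correlation, which is not past the threshold). This may reflect more vessel RNA or a change within vessel cells, which whole-tissue arrays do not separate.

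The lists of neurons, myelin and astrocytes were higher at relapse by camera with a preset correlation, but not with an estimated correlation (adjusted p = 0.213, 0.0577 and 0.0577). If brain tissue had come with the CP at dissection, neuron and myelin markers would rise together in the same pools. With Cldn11, also a tight junction gene, taken out of the myelin list, their deviations from the group means had r = 0.690 over 11 pools (permutation p = 0.0532, adjusted p = 0.0799, rho = 0.709 with p = 0.0255, and r = 0.751 without onset pool 1 and remission pool 1). Myelin and astrocyte markers had r = 0.685 (p = 0.0463, adjusted p = 0.0799, rho = 0.555, r = 0.717 without control pool 3 and onset pool 3) and neuron and astrocyte markers 0.318 (p = 0.498, rho = 0.427, r = 0.464 without onset pool 1 and remission pool 1). Attached brain tissue and a change in the CP cannot be told apart with 2 relapse pools. For array quality, 2 of the 2 relapse pools lie inside the range of detected probes of the other 9 (9779 and 9314, against 8687 to 10221). That range is wide, and the number of detected probes does not measure neuron or myelin signal, so array quality is not excluded.

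Remission pool 3 resembled the onset pools. On an axis from remission pools 1 and 2 (0) to onset pools 1 and 2 (1), over 263 probes, it lay at 0.778 and onset pool 3 at 0.792. A wrong label of this pool and a slow return of its gene expression cannot be told apart from that position, and the paper's other measures, which do not settle it, run as labelled at remission: clinical signs resolved, Lcn2 was at control level by qRT-PCR in other mice, and LCN2 was normal in CSF. One RNA hybridised as both onset pool 3 and remission pool 3 would leave 0 probes that differ by more than 1 on the log2 scale, and 0 were found, nor any that differ by more than 0.5, against 118 to 1217 of these in the other 54 pairs. Every other pair as near on the first residual component differed at least 1.254 times as much. This does not exclude shared array quality, since onset pool 3 and remission pool 3 had the most detected probes of all pools, 10221 and 10168. A biological likeness of the pools was not tested.

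Other groupings of the pools were counted for the comparisons with 3 pools on each side, in 10 splits each. At onset the real split called 291 probes and the highest other split 0, so that 1 split reached the real count. At remission the real split called 49 and the highest other 0, with 1 split again. Remission against onset called 0 in all 10 splits. The 10 splits of such a design are too few for a share under 0.05.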

How the results depend on the processing

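An unadjusted p under 0.01, the first component of the residuals as a covariate, and the fits without onset pool 3 and remission pool 3 were tests chosen only after the result was seen.

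Counts of called probes moved most. They are given as higher and lower probes against control at onset, remission and relapse, and then for relapse against onset. With the main setting they were 254 and 37, 49 and 0, 3 and 0, 23 and 47. With neqc they were 164 and 18, 11 and 0, 1 and 0, 4 and 17. Array weights gave 983 and 753, 251 and 29, 31 and 1, 132 and 229. These weights were highest for control pool 1 (3.82) and onset pool 3 (2.98), against 0.43 to 1.37 for the others. Median scaling gave 322 and 4, 31 and 0, 2 and 0, 17 and 79. A fit of only the 2 groups compared gave 222 and 39, 22 and 0, 10 and 0, 52 and 145. The filter on dim probes gave 225 and 37, 42 and 0, 1 and 0, 10 and 32. Trend and robust in eBayes gave 221 and 36, 63 and 0, 5 and 0, 16 and 33. With 1 probe per gene they were 240 and 38, 57 and 0, 1 and 0, 12 and 44. Adjustment over the 3 contrasts together gave 157 and 13, 66 and 0, 22 and 0. An unadjusted p under 0.05 gave 1275 and 1055, 948 and 748, 846 and 515, 1205 and 1009. Under 0.005 it gave 535 and 162, 315 and 45, 140 and 33, 239 and 299. Under 0.01 it gave 676 and 266, 430 and 118, 234 and 70, 399 and 406. The residual component as a covariate gave 500 and 100, 151 and 2, 18 and 3, 135 and 260. Without onset pool 3 and remission pool 3 they were 208 and 27, 9 and 0, 7 and 0, 30 and 90. The looser p thresholds add probes by construction. For the others the cause was not tested.

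Remission against onset gave 0 and 0 in limma, 435 and 548 at an unadjusted p under 0.05, 27 and 52 under 0.005, 63 and 119 under 0.01, and 7 and 37 without the 2 similar pools. With array weights, neqc and median scaling it stayed at 0. Relapse against remission gave 0 and 7, then 686 and 636, 70 and 109, and 136 and 166 at these p thresholds, 2 and 14 with array weights, 1 and 2 with neqc, 1 and 8 with 1 probe per gene, 16 and 64 with the residual component, 0 and 1 with only 2 groups, and 0 and 0 with median scaling or without the 2 similar pools. The cause was not tested.

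With the replicate number as a block, remission had 8 probes higher, relapse 8 higher and 13 lower than onset, and 1 lower than remission. The pool numbers do not pair the samples: the 15 pairs with equal numbers had correlations of deviations from -0.589 to 0.500, 5 of them over 0.1, and 3 of 11 pools were closest to a pool of their own number. The block removes degrees of freedom, and whether that alone lowers the counts was not tested.

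Leaving out 1 pool gave 40 to 267 higher and 0 to 37 lower probes at onset, 0 to 85 and 0 to 0 at remission, 1 to 9 and 0 to 0 at relapse, 0 to 13 and 0 to 58 for remission against onset, 1 to 6 and 0 to 19 for relapse against onset, and 0 to 1 and 0 to 4 for relapse against remission. The probes called against control with every pool kept their sign in each of the fits against control, which was not counted between phases. For these probes all pools of the phase lay on one side of all control pools. Apart from the renewed normalization, the kept sign was therefore fixed in advance. Where 1 relapse pool remains, it is assumed to vary like the other groups.

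The change of Lcn2 at onset kept its direction throughout. It was past the threshold in the main setting (3.09) and not with neqc (3.54, adjusted p = 0.0743) or with trend and robust (3.09, adjusted p = 0.146), and lost its call in 5 of 6 fits without 1 pool (2.53 to 3.51). At remission it passed at an unadjusted p under 0.05 only (1.31), with 0.62 to 1.89 when 1 pool was left out. At relapse it was 0.0027 to 0.98. The cause was not tested.

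For the pathways, given as adjusted p, camera with an estimated correlation ended the calls of chemokine signaling at onset (0.0577) and remission (0.0742) and of transendothelial migration at onset (0.0633), remission (0.0633) and relapse (0.0937). Transendothelial migration at relapse was also not called with neqc (0.0545), a filter on dim probes (0.0905), fry (0.0768) and Fisher's exact test (1). Fisher's exact test did not call cell adhesion (0.124) and transendothelial migration (0.0980) at remission, and fry did not call chemokine signaling at remission (0.0507). Focal adhesion was called by fry at onset (0.0265) and remission (0.00753), and at remission by median scaling (0.0266), the filter (0.0213) and Fisher's exact test (0.0408). Chemokine signaling at relapse was called with median scaling (0.0214). Without 1 pool, focal adhesion ranged from 0.277 to 0.488 at onset, 0.0565 to 0.195 at remission and 0.370 to 0.956 at relapse. Cell adhesion ranged from 4.40e-06 to 5.18e-04, 5.29e-07 to 7.71e-06 and 6.81e-05 to 0.00530, transendothelial migration from 0.00761 to 0.0339, 0.00421 to 0.0562 and 0.0158 to 0.121, and chemokine signaling from 1.05e-04 to 0.00303, 4.69e-04 to 0.0232 and 0.0347 to 0.369. The cause was not tested.

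For the single genes named, 5272 comparisons of a gene with an alternative kept their side of the threshold, 551 passed it and 177 lost it. With 1 pool left out, 1814 kept it, 27 passed it and 322 lost it. For the other lists the numbers were 1130, 27 and 103, and 477, 9 and 24 with 1 pool left out. No result changed direction past the threshold in these fits. Comparisons that kept their side include genes that were never called. Of the named genes called, 14 of 74 at onset and 0 of 24 at remission kept the call without each pool in turn.

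Signal over background limits the calls. Of the 291 probes called at onset, 83 were above background at a detection p of 0.01 in no pool of 1 group and 20 in neither group, and 34 and 4 at 0.05. At remission these were 12 and 1, and 3 and 0, and at relapse 2 and 1, and 1 and 0. A beadchip block was not run, since the files name no beadchip.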

Differences from the paper's values

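An unadjusted p under 0.01 and the first component of the residuals as a covariate were tests chosen only after the result was seen.

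The paper reports 633 genes up-regulated and 290 down-regulated at onset, at a false discovery rate of 5%. At that threshold, 254 probes were higher and 37 lower here. Of the alternatives set before the data were examined, an unadjusted p under 0.005 gave 535 higher probes, which is within 1.5 times the paper's 633. The other settings, among them array weights (983 higher and 753 lower), median scaling (322 and 4), neqc (164 and 18), the authors' normalized values (251 and 35) and an unadjusted p under 0.05 (1275 and 1055), did not come within that range, and for the down-regulated genes none of the alternatives set in advance did, the nearest being 162 at an unadjusted p under 0.005. An unadjusted p under 0.01, chosen after seeing the values, gave 676 and 266, and the residual component, also chosen after seeing the values, gave 500 higher and 100 lower.

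The paper reports 484 genes up-regulated and 180 down-regulated at remission. Here 49 probes were higher and 0 lower in limma, with 948 and 748 at an unadjusted p under 0.05. None of the alternatives set in advance came within 1.5 times the paper's values, with 315 and 45 at an unadjusted p under 0.005, 251 and 29 with array weights and 56 and 0 with the authors' normalized values. An unadjusted p under 0.01, chosen after seeing the values, gave 430 higher, within that range, and 118 lower, outside it.

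At relapse, the paper reports 309 up-regulated and 96 down-regulated genes. Here 3 probes were higher and 0 lower in limma, with 846 and 515 at an unadjusted p under 0.05, 140 and 33 at an unadjusted p under 0.005, 31 and 1 with array weights and 3 and 0 with the authors' normalized values, none within 1.5 times the paper's values. An unadjusted p under 0.01, chosen after seeing the values, gave 234 and 70, both within that range. The paper gives no list of its called genes, so how many of them a setting drops cannot be counted.

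The bars of up-regulated genes in Fig. 2A stand at about 310 at onset, about 240 at remission and about 150 at relapse, read by eye, and differ from the counts in the paper's text. The 254 probes higher at onset are within 1.5 times the bar. The 49 at remission and 3 at relapse are not. Of the alternatives set before the data were examined, array weights (251) and an unadjusted p under 0.005 (315) reach the bar at remission, and an unadjusted p under 0.005 (140) reaches that at relapse, while the other alternatives do not.

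The changes of Lcn2 that the paper gives as fold changes, 3.1 at onset and 1.33 at remission, match the log2 fold changes here, 3.09 and 1.31, which are 8.49-fold and 2.48-fold on the linear scale.

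The paper names focal adhesion among the most altered pathways. With camera it had adjusted p of 0.361, 0.0891 and 0.646 at onset, remission and relapse, while chemokine signaling, cell adhesion and transendothelial migration were called at onset and remission. The paper used another measure, enrichment among its altered genes with DAVID and Ingenuity. Camera asks whether a list moves in a common direction, so opposite changes offset each other. At onset, focal adhesion had 18 genes higher and 12 lower at an unadjusted p under 0.05. With an estimated correlation, cell adhesion kept its calls, and those of chemokine signaling (adjusted p = 0.0577 and 0.0742) and transendothelial migration (0.0633 and 0.0633) were lost. Focal adhesion was called by fry at onset (0.0265) and remission (0.00753), and at remission by median scaling (0.0266), a filter on dim probes (0.0213) and Fisher's exact test (0.0408). The paper names matrix metalloproteinases among the genes of interest. Of 25 metalloproteinases and inhibitors, 1 was higher at onset, the inhibitor Timp1, and by limma 0 at remission and 0 at relapse, with 2 and 1 higher at an unadjusted p under 0.05 and 0 and 0 with array weights. The paper calls Lcn2 the most significantly up-regulated gene by fold change. It was number 1 by log2 fold change and number 129 by p-value. The paper places its largest fold changes at the size it found after repeated inflammation. On the linear scale the largest at onset was 8.49-fold here, and on the log2 scale 3.09.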

Other observations

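The tests of Lcn2 against neutrophil and acute phase genes were set before the result was seen, and the comparisons of pituitary, hemoglobin and unnamed probes were chosen only after the result was seen.

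The level of Lcn2 varied between pools of the same phase, and it did so together with neutrophil and acute phase genes. Deviations of the Lcn2 signal from the group means had r = 0.651 with those of the neutrophil list over 11 pools (permutation p = 0.00694, adjusted over 6 correlations p = 0.0417, rho = 0.764 with p = 0.00694). Without onset pool 1 and onset pool 3, the pools farthest from the median, r was 0.891. That value keeps remission pool 3, the highest remission pool in both, at 12.75 for Lcn2 and 0.62 for the median change of the neutrophil list. A wrong label of that pool would count as variation within its phase, and r with the neutrophil list is not given without it. With the acute phase list, after Lcn2 and the neutrophil genes were taken out of it, r was 0.734 (permutation p = 0.0139, adjusted p = 0.0417, rho = 0.791 with p = 0.0208, and r = 0.531 without onset pool 1 and remission pool 3). Lcn2 transcripts in these pools may thus come from neutrophils, from other cells of the CP that respond with acute phase genes, or from both, since both tests passed. The neutrophil and acute phase lists were not correlated with each other. With the CP epithelium list r was -0.623 (permutation p = 0.0856, adjusted p = 0.103, rho = -0.445, r = -0.670 without control pool 3 and onset pool 2), which did not pass. By immunostaining, which is not analysed here, the paper reports the LCN2 protein of the CP only in neutrophils that entered its stroma at onset, and none in epithelial cells in any phase.

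Transcripts of the pituitary hormones prolactin and growth hormone, Prl and Gh, varied widely between pools of all phases. The log2 signal of Prl ran from 7.78 in onset pool 1 to 14.61 in relapse pool 1, and that of Gh from 8.00 to 11.70. Onset pool 3 and remission pool 3 had 14.17 and 14.25 for Prl and 11.25 and 11.33 for Gh. The largest fitted changes at remission and relapse belong to a probe without a gene name (6370309), which was above background in no control pool, and did not pass the test (adjusted p = 0.175 and 0.130). Hbb-bt, a hemoglobin gene of red cells, was above background in every control pool and no relapse pool, with a bound of at least 2.01-fold lower (adjusted p = 0.863), which did not pass.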
